A study of Mus musculus with 16 samples.

How the data were processed

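Small RNA-seq libraries were made from total RNA of C2C12 cells, a mouse myoblast line that fuses into myotubes when serum is lowered, per the labels' protocols. The 16 libraries form 4 groups of 4: control cells and triple-knockout cells (tKO), which lack miR-206 and both miR-1a hairpins, each in growth medium (GM) and after 3 days of differentiation (DM3). Each group holds 2 lines (2 control populations or 2 tKO clones) with 2 biological replicates each, per the labels, so the 4 libraries of a group are not 4 independent lines. The labels name adapter ligation, reverse transcription, amplification with indexed adapters and size selection on a gel. They name no sequencing pool or date.

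The deposited files are tables made with unitas under its mouse setting, per the file headers and names. The unitas version, the miRBase release, the adapter trimming and any filter are not stated there. Each table lists sequences with the miRNA name they were assigned to and their reads as an expected count: in the deposited tables a read that matches several sequences enters each as a fraction, as the values show, and the expected counts carry no normalization. Further deposited columns give the expected counts of reads with non-templated bases at the 3' end. The listed sequences are 13 to 75 nt long, and many have a mismatch to the miRNA they are listed under.

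Expected counts were summed per miRNA name and library. Of 2510 listed names, 236 without an exact mature sequence of their own were merged into the mature name that they equal without the copy number or the arm, or with the letter a added, which left 2274 names. This merging was decided after the form of the names was seen. Sums were rounded to whole counts for the tests. The total per library ran from 112792 to 6543570 reads. Counts scaled to this total are given as CPM. For the share of a miRNA in a library, Wilson 95% intervals were computed, and 3 counts of the total were taken as the smallest share the depth can show, between 0.458 and 26.6 CPM. The reads carry no molecular identifiers, so intervals and floors cover counting error only.

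The comparisons were tKO against control in GM and in DM3, DM3 against GM in control and in tKO, and the interaction, the difference of the 2 differentiation effects. All 16 libraries entered a single edgeR 4.0.16 fit in R 4.3.3 with a coefficient per group. Counts were filtered with filterByExpr by group (smallest count 10), which left 807 names, scaled by TMM, and tested with robust quasi-likelihood F tests. The SE given with an edgeR log2 fold change is its absolute value divided by the square root of F. It is derived from the test and was not estimated separately. Names with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. The square root of the common dispersion was 0.477. For the deleted miRNAs and for their cluster partners miR-133a-3p and miR-133b-3p, the mean log2(CPM + 1) of 4 against 4 libraries was also compared by a two-sided exact permutation test over 70 assignments, whose smallest p is 0.029. With 2 lines against 2 lines the smallest p is 0.33.

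The miRNAs named were chosen by a rule fixed before the data were examined: up to 5 in each direction with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 100 CPM in a group compared and no overlap between the groups. A fixed list of muscle miRNAs is named whatever its values: miR-206-3p, miR-206-5p, miR-1a-3p, miR-1a-1-5p, miR-1a-2-5p, miR-133a-3p, miR-133a-5p, miR-133b-3p, miR-486a-5p, miR-486b-5p, miR-499-5p and miR-208b-3p. Any other miRNA named is marked as chosen after its values were seen. The tests and most alternatives were also fixed before the data were examined.

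The replicate numbers come from the labels. Whether they pair libraries was checked by correlating the deviations of 551 miRNAs from their group means. The mean correlation was 0.101 over 48 pairs of libraries of different groups with the same replicate number and -0.095 over 48 pairs with different numbers. The deviations cancel within each group, so the second mean nearly mirrors the first by construction and is not separate evidence. Fits with the replicate number as a block are therefore given beside those without it.

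Alternatives fixed beforehand covered DESeq2 1.42.0 size factors, scaling by total counts, TMM without the deleted miRNAs, other filters, a DESeq2 Wald test, replicate and line blocks, sums per line, fits of only the groups compared, counts thinned to the smallest library, reads without mismatch, each replicate number alone, and each library left out. Others were added after the data were seen. The main one, called the hairpin match, counts a sequence of at least 16 nt for a mature miRNA when it matches a GENCODE M21 hairpin exactly and starts within 3 bases of the mature start. Reads of 13 to 15 nt are unmatched under it by definition. Of 935 miRNAs with a listed exact mature sequence, 917 had this sequence in a GENCODE M21 hairpin, and coordinates are from that annotation. The others added were exact mature sequences only, names as listed without merging, sequences of 18 to 25 nt without mismatch, and the hairpin match with an offset for GC content, with a replicate block, or with both. For the offset, all 399 miRNAs tested had a GC value.

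The edgeR fit was tested on simulated counts. Among 761 simulated miRNAs tested, 189 were given a known change; 114 of these were called (60.3%), and 3 unchanged miRNAs were called. The share called was 19.4% at a log2 fold change of 1, 74.6% at 2 and 96.6% at 3. The simulated libraries were drawn independently around a common mean per miRNA, changed in tKO GM only, with no line or replicate effect. These rates therefore say nothing on false calls from differences between lines. Figures and permutation tests were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.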

Results

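The data are miRNA reads of 16 small RNA libraries of C2C12 myoblasts, 4 in each of 4 groups: control in GM, tKO in GM, control in DM3 and tKO in DM3. Each group holds lines 1 and 2, each with replicates 1 and 2. In control GM the libraries of replicate 1 held 512340 reads for line 1 and 1897820 for line 2, and those of replicate 2 held 5514303 and 6543570. In tKO GM replicate 1 held 1237924 reads for line 1 and 1801265 for line 2, and replicate 2 held 1959148 and 5992408. In control DM3 replicate 1 held 247964 reads for line 1 and 398063 for line 2, and replicate 2 held 926448 and 2991983. In tKO DM3 replicate 1 held 112792 reads for line 1 and 736900 for line 2, and replicate 2 held 3125381 and 4542927. In every group, both libraries of replicate 2 were larger than both of replicate 1. Within groups, the log2 CPM of 24 pairs of libraries correlated across miRNAs with a Pearson r of 0.806 to 0.986; miRNAs are not independent replicates.

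The share of reads that matched a GENCODE M21 hairpin at a mature start differed between libraries, as the plot of matched reads shows. It was 89.1% to 90.8% in control GM, 82.5% to 90.8% in tKO GM, 68.1% to 85.1% in control DM3, and 47.3% to 89.3% in tKO DM3. The lowest share was that of the tKO DM3 library of line 1, replicate 1, in which 18.9% of the reads were shorter than 18 nt and 35.4% were listed under miR-6240 or miR-6236. This measure was chosen after the files were seen.

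**Figure D1:**
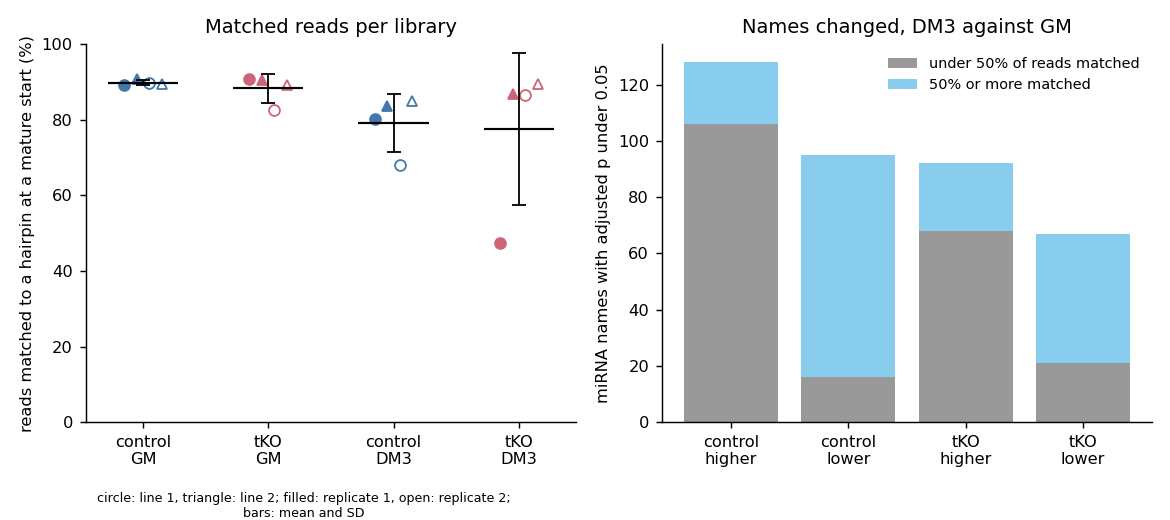
Left: percent of reads matched to a hairpin at a mature start, per library, with the mean and SD of the 4 libraries of each group; the lowest library, in tKO DM3, is at 47.3%. Right: number of miRNA names with an adjusted p under 0.05 in DM3 against GM, split by direction and by whether under 50% of their reads matched a hairpin; 106 of the 128 names called higher in control had under 50% matched.

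The deleted miRNAs were examined in every library, as a check of the labels. miR-206-3p comes from Mir206 (ENSMUSG00000065559.1), on chromosome 1 at 20679010 to 20679082 in the GENCODE M21 annotation. In control GM, miR-206-3p made up 0.0837% of the reads of line 1 (Wilson 95% interval 0.0762% to 0.0920%) and 0.0977% of line 2 (0.0933% to 0.102%) in replicate 1. In replicate 2 it made up 0.134% (0.131% to 0.137%) and 0.147% (0.144% to 0.150%). In control DM3 the shares were 2.00% (1.94% to 2.05%) and 3.22% (3.17% to 3.27%) in replicate 1, and 2.79% (2.75% to 2.82%) and 5.74% (5.72% to 5.77%) in replicate 2. The tKO libraries held few such reads. In tKO GM, replicate 1 had 1 read in line 1 and 28 in line 2, and replicate 2 had 14 and 22. The largest of these shares was 0.00155% (0.00108% to 0.00225%). In tKO DM3, replicate 1 had 8 reads in line 1 and 7 in line 2, and replicate 2 had 3 and 26. The share of the smallest library was 0.00709% (0.00359% to 0.0140%). The lowest control share was above the highest tKO share in each medium, so these reads went against none of the 16 labels.

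The mean level of miR-206-3p was 1156 ± 297 CPM in control GM and 6.79 ± 6.38 CPM in tKO GM (SD, n = 4 each). In DM3 it was 34362 ± 16201 CPM in control and 21.8 ± 33.0 CPM in tKO (SD, n = 4 each). The difference of tKO from control in mean log2(CPM + 1) was -7.60 in GM and -11.64 in DM3, each with a two-sided exact permutation p of 0.0286, the smallest that 70 assignments give. With the labels permuted within replicates (replicate block), the differences were again -7.60 and -11.64, with an exact permutation p of 0.0556 each, the smallest that 36 assignments give. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, the log2 fold change was -7.52 (SE 0.91) in GM, with an adjusted p of 5.76e-05, and -11.85 (SE 1.10) in DM3, with an adjusted p of 1.46e-06. Its direction was the same under all 27 alternatives in each medium, from -8.50 to -6.64 in GM and from -13.78 to -9.65 in DM3.

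miR-1a-3p comes from Mir1a-1 (ENSMUSG00000070144.1), on chromosome 2 at 180389048 to 180389124, and Mir1a-2 (ENSMUSG00000106348.1), on chromosome 18 at 10785481 to 10785552. It was far scarcer than miR-206-3p. Its mean was 5.27 ± 2.49 CPM in control GM, 1.39 ± 1.31 CPM in tKO GM, 108.8 ± 61.2 CPM in control DM3 and 3.00 ± 3.20 CPM in tKO DM3 (SD, n = 4 each). In reads, control GM libraries held 2 to 25, tKO GM libraries 0 to 6, control DM3 libraries 11 to 291, and tKO DM3 libraries 0 to 23. In DM3 the difference of tKO from control in mean log2(CPM + 1) was -4.91 (two-sided exact permutation p 0.0286). There edgeR's quasi-likelihood test gave a log2 fold change of -4.60 (SE 0.65) with a Benjamini-Hochberg adjusted p of 0.000341. This edgeR result no longer passed in 1 of 26 alternatives, replicate 1 alone (adjusted p 0.358). In GM the difference was -1.50 (exact permutation p 0.0286), but the edgeR quasi-likelihood test gave an adjusted p of 0.225. Counted without mismatch, the GM difference was -0.04 with an exact permutation p of 1.0, so a reduction in GM was not detectable at this depth. Of the reads listed under miR-1a-3p, 51.7% had a mismatch. With the hairpin match, a counting rule added after the data were seen, the 4 tKO DM3 libraries held 0 reads of miR-1a-3p and the control DM3 libraries 8 to 231.

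**Figure D2:**
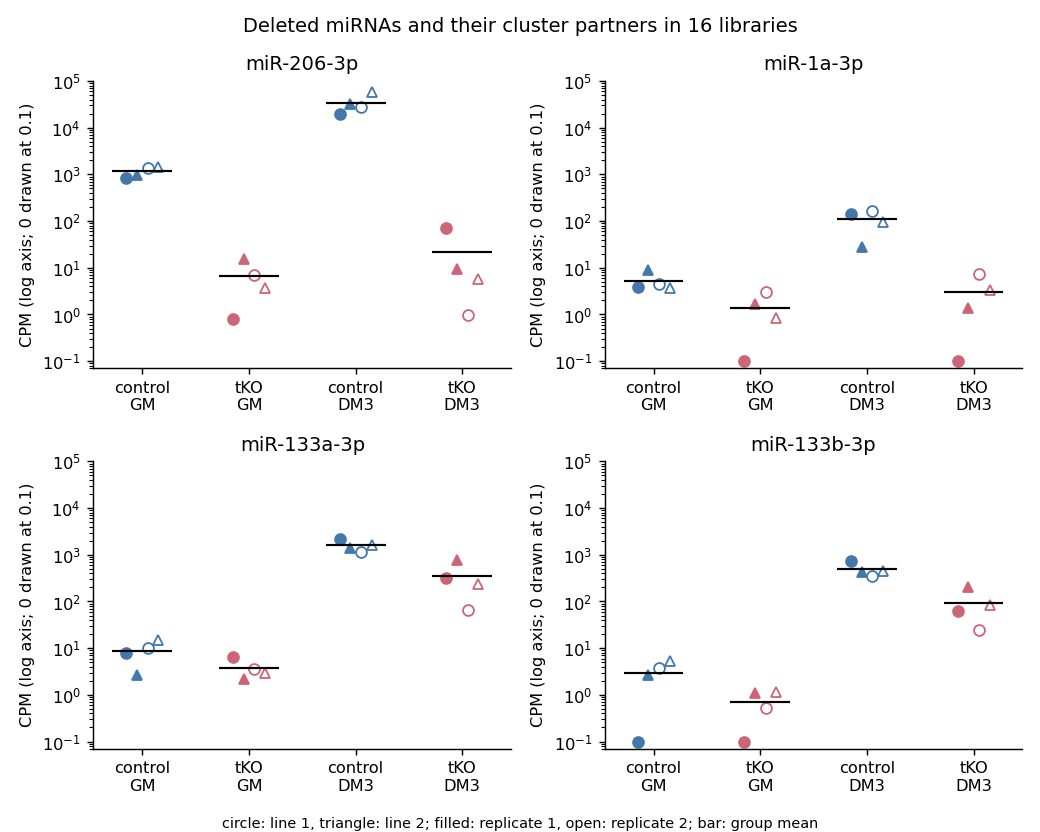
CPM of miR-206-3p, miR-1a-3p, miR-133a-3p and miR-133b-3p in each of the 16 libraries, on a log axis with 0 drawn at 0.1; symbols give the line and the replicate, and bars are group means. miR-206-3p averaged 34362 CPM in control DM3 and 21.8 CPM in tKO DM3, and in DM3 all 4 miRNAs were lower in each tKO library than in each control library.

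The next comparison asked whether the miRNAs that lie beside the deleted ones changed. Mir133b lies 3686 bases from Mir206 on chromosome 1, Mir133a-2 lies 9254 bases from Mir1a-1 on chromosome 2, and Mir133a-1 lies 2504 bases from Mir1a-2 on chromosome 18. In DM3, miR-133a-3p averaged 1586 ± 447 CPM in control and 346 ± 297 CPM in tKO, and miR-133b-3p averaged 494 ± 169 CPM and 92.5 ± 75.4 CPM (SD, n = 4 each). The differences in mean log2(CPM + 1) were -2.63 and -2.72, each with a two-sided exact permutation p of 0.0286. With the replicate block they were -2.63 and -2.72 with an exact permutation p of 0.0556 each. The edgeR quasi-likelihood test, with Benjamini-Hochberg adjustment over 807 names, gave log2 fold changes of -2.13 (SE 0.58) for miR-133a-3p, with an adjusted p of 0.098, and -2.29 (SE 0.59) for miR-133b-3p, with an adjusted p of 0.0709. Neither passed the threshold of 0.05 in this fit. Over the 28 alternatives in DM3, miR-133b-3p passed in 13 and reversed in 0 (edgeR or DESeq2 adjusted p from 0.00295 to 0.572), and miR-133a-3p passed in 8 and reversed in 2 (adjusted p from 0.0108 to 0.572). In GM both were scarce, and the differences of -0.92 and -0.99 had exact permutation p-values of 0.1429 and 0.1714. In the edgeR fit miR-133b-3p did not pass in GM (adjusted p 0.282), but it passed in 7 of 27 alternatives and reversed in 1 (adjusted p from 0.00379 to 0.995). The 2 mature sequences are nearly the same, so the division of reads between these names is uncertain. For miR-133a-3p the direction reversed, to 1.40 and 1.70 in DM3, under the 2 alternatives that kept exact mature sequences only or left the listed names unmerged.

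Both deleted miRNAs and both partners rose from GM to DM3 in all 4 control pairs of libraries. The mean rise in log2(CPM + 1) in control was 4.82 ± 0.42 for miR-206-3p, 3.93 ± 1.62 for miR-1a-3p, 7.47 ± 0.98 for miR-133a-3p and 7.20 ± 1.59 for miR-133b-3p (SD, n = 4). In tKO the mean changes were 0.78 ± 3.20, 0.52 ± 0.71, 5.77 ± 1.66 and 5.48 ± 1.07 (SD, n = 4). The difference of the responses between genotypes was tested for these 4 miRNAs by exact permutation, pairing libraries of the same line and replicate. It was -4.04 (p 0.1429), -3.41 (p 0.0286), -1.70 (p 0.1429) and -1.72 (p 0.1143). After Benjamini-Hochberg adjustment over the 4 exact permutation tests the smallest p was 0.1144, which is the lowest a single test at the smallest p of 70 assignments can get.

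The tests across all miRNAs asked which miRNAs differ between the genotypes in each medium. In GM, 9 of 807 names differed between tKO and control by edgeR's quasi-likelihood test with a Benjamini-Hochberg adjusted p under 0.05, 4 higher and 5 lower in tKO. With the replicate block 10 differed, and these included the 9; same-replicate libraries of tKO and control in a medium deviated together with a mean correlation of 0.157. The alternative that moved this count most in relative terms, replicate 1 alone, gave 2, and the alternative with the most calls gave 24 (hairpin match with GC offset and replicate block). Groups did not overlap for 72 names (8.92%), where chance gives 2.86% for 4 against 4 independent libraries. The libraries come from 2 lines per genotype, and replicates of a line that are alike make separation by chance more frequent. In DM3, 7 of 807 names differed, 3 higher and 4 lower, and 7 with the replicate block, the same 7. Groups did not overlap for 38 names (4.71%), where chance gives 2.86% under the same assumption. Neither share therefore tells genotype from other differences between the lines. Replicate 1 alone gave 2 names in GM and 1 in DM3, and replicate 2 alone gave 6 and 70, each with 2 lines against 2. The DM3 count moved most when the replicates of a line were summed, to 74. Of the names that differed in the fit of all libraries, 6 did so in both media, and all 6 in the same direction. The same lines were used in both media, so this does not separate genotype from other differences between the lines. The edgeR tests take the libraries as independent. The miRNAs named below, apart from the deleted ones, may therefore reflect other differences between the lines.

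By the naming rule, miR-129-5p and miR-344d-3p were higher and miR-206-3p and miR-9-5p lower in tKO in GM. miR-344d-3p, whose sequence occurs in several hairpins on chromosome 7 between 61681515 and 61726328, averaged 58.7 ± 4.41 TMM-scaled CPM in control GM and 382 ± 167 in tKO GM (SD, n = 4 each). Its log2 fold change was 2.70 (SE 0.39, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000293). It no longer passed in 2 of 28 alternatives, replicate 1 alone and replicate 2 alone (adjusted p up to 0.186). In DM3 miR-344d-3p averaged 68.6 ± 15.0 and 351 ± 118 TMM-scaled CPM (SD, n = 4 each). Its log2 fold change there was 2.36 (SE 0.39, edgeR adjusted p 0.00167), and it no longer passed in replicate 1 alone (adjusted p 0.358), 1 of 28 alternatives. miR-9-5p, encoded by Mir9-1 on chromosome 3, Mir9-2 on chromosome 13 and Mir9-3 on chromosome 7, averaged 138.3 ± 40.8 TMM-scaled CPM in control GM and 9.16 ± 3.13 CPM in tKO GM (SD, n = 4 each). Its log2 fold change was -3.87 (SE 0.54; edgeR adjusted p 0.000222). miR-129-5p, encoded by Mir129-1 on chromosome 6 and Mir129-2 on chromosome 2, averaged 43.3 ± 8.68 TMM-scaled CPM in control GM and 345.6 ± 255.8 CPM in tKO GM (SD, n = 4 each). Its log2 fold change was 2.99 (SE 0.66; edgeR adjusted p 0.0239), and it no longer passed in 7 of 28 alternatives, 5 of which left out 1 library.

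**Figure D3:**
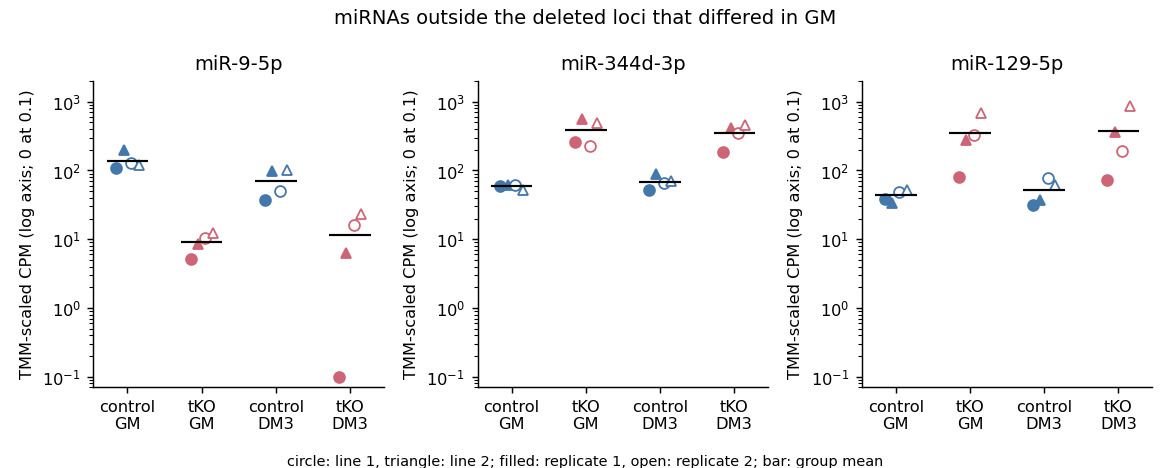
TMM-scaled CPM of miR-9-5p, miR-344d-3p and miR-129-5p in each of the 16 libraries, on a log axis with 0 drawn at 0.1; symbols give the line and the replicate, and bars are group means. In GM every tKO library was below every control library for miR-9-5p (means 9.16 and 138.3) and above every control library for miR-344d-3p (means 382 and 58.7) and miR-129-5p.

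The other names that passed in GM fall outside the naming rule and are given after their values were seen, because they averaged under 100 CPM in both groups. These were miR-344b-3p and miR-129-2-3p, higher in tKO, and miR-467b-5p, miR-467c-5p and miR-669c-5p, lower in tKO. In the edgeR quasi-likelihood test their log2 fold changes were 2.36, 3.53, -5.42, -3.21 and -3.11, with Benjamini-Hochberg adjusted p-values of 0.0239, 0.0361, 5.76e-05, 0.0139 and 0.0189. In DM3, besides miR-206-3p, miR-1a-3p and miR-344d-3p, the names also fall outside the rule, through a mean under 100 CPM or, for miR-129-5p, overlapping groups. They were miR-467b-5p (-5.54), miR-344b-3p (2.76), miR-9-5p (-2.35) and miR-129-5p (2.83), with edgeR adjusted p-values of 0.000341, 0.0130, 0.0330 and 0.0449. The sequence listed as miR-467b-5p is shared with hairpins of the miR-467a family, so its reads cannot be assigned to a single hairpin.

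The differentiation comparison asked which miRNAs changed after 3 days in differentiation medium in each genotype. In control, 223 of 807 names changed by edgeR's quasi-likelihood test with a Benjamini-Hochberg adjusted p under 0.05, 128 higher and 95 lower in DM3. In tKO, 159 changed, 92 higher and 67 lower. With the replicate block 241 and 168 changed, which included all 223 of the control names and 154 of the tKO names; same-replicate libraries of DM3 and GM in a genotype deviated together with a mean correlation of 0.067. Same-line libraries did so with 0.147, and different lines with -0.138, which nearly mirrors it by construction. With a line block beside the replicate block 274 and 193 changed. Groups did not overlap for 263 names (32.59%) in control and 153 (18.96%) in tKO, where chance gives 2.86% for independent libraries. There were 131 names that changed in both genotypes, all 131 in the same direction. Replicate 1 alone gave 85 in control and 125 in tKO, and replicate 2 alone gave 186 and 74; of all alternatives, the value of 85 in control and that of 74 in tKO lay farthest from the counts above.

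By the naming rule, miR-133a-3p, miR-133b-3p, miR-6923-3p, miR-6917-3p and miR-6921-3p had the largest increases in control. miR-133a-3p rose from 10.3 ± 6.24 to 1387 ± 297.6 TMM-scaled CPM (SD, n = 4 each), with a log2 fold change of 6.99 (SE 0.73; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 8.75e-06). miR-6923-3p, miR-6917-3p and miR-6921-3p had log2 fold changes of 6.08, 5.69 and 5.69, but 0% of the reads under these names matched a hairpin and their median length was 13 to 14 nt. The largest decreases were those of miR-7a-5p, miR-125b-1-3p, miR-92a-3p, miR-221-5p and miR-30b-3p, with log2 fold changes of -2.99, -2.84, -2.49, -2.44 and -2.36 and edgeR adjusted p-values from 1.37e-05 to 0.00103. miR-92a-3p went from 21536 ± 7510 to 3829 ± 555 TMM-scaled CPM (SD, n = 4 each).

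By the same naming rule, with its limit of 100 CPM, the largest increases in tKO were those of miR-133a-3p (6.29), miR-675-3p (5.43), miR-1951 (4.96), miR-6538 (4.86) and miR-6917-3p (4.61). The increase of miR-133b-3p was larger, at 6.52, but it averaged 86.3 TMM-scaled CPM in tKO DM3, under that limit. Of the reads under miR-1951, miR-6538 and miR-6917-3p, 0.327%, 6.43% and 0% matched a hairpin. In tKO DM3 they averaged 744 ± 1059, 5826 ± 8038 and 110 ± 126 TMM-scaled CPM (SD, n = 4), each with an SD above the mean. With 1 library left out their increases ran from 3.22 to 5.30, from 3.21 to 5.16 and from 3.54 to 4.95. The largest decreases were those of miR-1931-3p (-3.02), miR-125b-1-3p (-2.77), miR-6406-5p (-2.63), miR-7a-5p (-2.63) and miR-92a-3p (-2.34), and of the reads under miR-1931-3p and miR-6406-5p 0% matched. The edgeR quasi-likelihood adjusted p-values of these 10 were from 3.18e-05 to 0.0102. Of the 10, miR-1931-3p no longer passed in 2 of 22 alternatives and miR-7a-5p in 1 of 30. The median log2 fold change of all names was 0.02 in control and 0.01 in tKO under TMM scaling, against 0.39 and 0.24 under scaling by total counts.

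Of the remaining muscle miRNAs of the fixed list, those tested showed no genotype difference that passed the threshold. miR-486a-5p and miR-486b-5p, whose sequences are nearly the same, averaged 38.4 ± 9.76 and 125.1 ± 34.5 CPM in control GM, and 82.6 ± 10.6 and 263 ± 69.5 CPM in control DM3 (SD, n = 4 each). In the edgeR quasi-likelihood test, tKO against control gave for them Benjamini-Hochberg adjusted p-values of 0.991 each in GM, and 0.757 and 0.492 in DM3. miR-499-5p averaged 4.36 ± 3.33 CPM in control DM3 and 8.01 ± 6.80 CPM in tKO DM3 (SD, n = 4 each), with an edgeR adjusted p of 0.492. miR-1a-1-5p, miR-1a-2-5p and miR-208b-3p averaged under 10 CPM in each group and were not tested, and miR-133a-5p had 0 reads. miR-206-5p, the other arm of the deleted Mir206 hairpin, was too scarce to be tested as well. It averaged 9.16 ± 8.50 CPM in control DM3 (2 to 64 reads) and 0.435 ± 0.536 CPM in tKO DM3 (0 to 5 reads), with SD and n = 4 each. Each control DM3 library was above each tKO DM3 library by CPM, but 3 of the 4 control libraries held at most 3 reads. With the hairpin match the lowest control DM3 library held 0 reads, as did every tKO DM3 library, so the groups no longer separated.

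The interaction asked whether the differentiation changes differed between genotypes. By edgeR's quasi-likelihood test 0 of 807 names had a Benjamini-Hochberg adjusted p under 0.05, with and without the replicate block; 37 had an unadjusted p under 0.05, and the smallest adjusted p was 0.694. With the hairpin match 1 of 399 miRNAs passed, miR-1a-3p. In the main fit the interaction of miR-1a-3p was -2.52 (edgeR adjusted p 0.937), and it passed in 4 of 33 alternatives. That of miR-206-3p was -4.32 (edgeR adjusted p 0.694). It passed in 3 of 34 alternatives, with 0.000196 as the lowest edgeR or DESeq2 adjusted p. Neither reversed, and over the alternatives that of miR-206-3p ran from -6.345 to -2.971.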

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

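The tests of library size, of reads taken by other names, of counting noise and of the reads listed under miR-1a-3p were chosen only after the result was seen; the test of the C tails was chosen before. A library was singled out when its gap to the nearest of the other 3 libraries of its group, divided by the range of the group, was above Dixon's 95% critical value. Over 24 measures, 96 groups of 4 libraries were checked and 6 held such a library, where chance gives 4.8. Of these 6, 4 were in the smallest library of its group. All 4 were the same library, that of tKO DM3 line 1 replicate 1, so they are not independent of each other.

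In the tKO DM3 library of line 1, replicate 1, 47.3% of the reads matched a hairpin, against 86.5% to 89.3% in the other 3 libraries of its group. Reads shorter than 18 nt made up 18.9% (others 2.96% to 4.80%), and reads listed under miR-6240 or miR-6236 made up 35.4% (others 1.60% to 3.23%). With 112792 reads it is also the smallest of all libraries. If library size were the cause, the smallest library would have the lowest matched share in each group; this held in 2 of the 4 groups and failed in 2, and in tKO GM the smallest library had the highest share, 90.8%. Library size therefore does not account for the matched shares in general, but for this library alone it is not excluded. RNA quality was not tested, and no biological explanation was tested.

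In the control DM3 library of line 1, replicate 2, reads listed under miR-6240 or miR-6236 made up 17.1%, against 4.85% to 5.10% in the other 3 libraries of its group. Library size was tested as the explanation: by total reads the library ranked 3 of 4, counted from the smallest, so it is not the smallest of its group. The origin of these reads was not tested, and no biological explanation was tested.

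The level of miR-344d-3p was lowest in the same tKO DM3 library of line 1, replicate 1, at 7.96 log2 CPM against 8.68 to 8.77 in the other 3. The gap over the range was 0.893. On hairpin-matched reads it was 0.365, no longer above the critical value, so reads taken by other names in that library may account for the low value. No biological explanation was tested.

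The level of miR-6923-3p was 0.0 log2 CPM in the control GM library of line 2, replicate 1, against 1.49 to 1.58 in the other 3. At the level of the others 3.62 reads were expected and 0 were found. The Poisson probability of no read, the test of counting noise, was 0.0267, under 0.05, but the library was picked as the lowest of its group among 96 groups checked. Of the reads under this name 0% matched a hairpin. Other explanations were not tested, and no biological explanation was tested.

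The change of miR-1a-3p from GM to DM3 differed between the genotypes by -3.41 log2 units, with an exact permutation p of 0.0286 and 0.1144 after Benjamini-Hochberg adjustment over 4 tests. It failed the adjustment, but a single test at the smallest p of 70 assignments cannot get a lower adjusted p over 4 tests, so the design fixed this outcome. It rose in 4 of 4 control pairs of libraries and in 2 of 4 tKO pairs. Of the reads under the name 51.7% had a mismatch, so reads of other miRNAs counted under the name were tested as the explanation. On hairpin-matched reads the difference was -5.56 (exact permutation p 0.0286, the smallest possible), with 4.81 as the lowest control response and 0.0 as the highest tKO response, so it did not shrink. All 8 tKO libraries held at most 3 hairpin-matched reads, so this difference depends on the pseudocount. Library size does not account for the low level in tKO DM3: the libraries of 3125381 and 4542927 reads held 0 hairpin-matched reads, while each control DM3 library, down to that of 247964 reads, held at least 8. The deletion of both miR-1a hairpins is a candidate explanation, as a hypothesis; other differences between the clones were not tested.

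Among the tables' columns on added 3' bases, which the comparisons do not use, C tails were more frequent in tKO than in control in DM3. Of the hairpin-matched reads, 6.74 ± 0.340% had a C tail in tKO and 5.85 ± 0.413% in control (SD, n = 4 each), a difference of 0.885 percentage points. Each of the 4 tKO libraries was above each control library, with an exact permutation p of 0.0286 and 0.2857 after Benjamini-Hochberg adjustment over 10 tail comparisons. It failed the adjustment, which the design fixed in advance for a single difference at the smallest p of 70 assignments. In GM the difference was -0.0664 (exact permutation p 0.7714), and whether the media differ was not tested. A few miRNAs taking most of the counts was tested as the explanation: the unweighted mean over 75 miRNAs differed by 0.594 (exact permutation p 0.0571). Without miR-206 the difference was 0.728 (exact permutation p 0.0857). The unweighted mean no longer differed at 0.05, but most of the difference remained, in the same direction, so the makeup of the libraries may account for part of it. What accounts for the rest was not tested.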

How the results depend on the processing

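The alternatives called hairpin match, exact mature sequences only, names as listed, 18 to 25 nt without mismatch and GC offset were chosen after seeing the data; the others were chosen before. Where a value below changed, the cause was not tested unless stated.

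The count of names that differed between tKO and control in GM was 9. It was 15 with no filter, 5 with a filter of 10 CPM, 20 with the DESeq2 Wald test, 5 with counts thinned to the smallest library, 18 without mismatch and 2 in replicate 1 alone. It was 16 with the hairpin match, 22 with hairpin match and replicate block, 15 with 18 to 25 nt, 19 with hairpin match and GC offset, and 24 with both GC offset and replicate block. It ran from 5 to 14 across the 8 fits that each left out 1 library. The replicate block alone gave 10.

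In DM3 the count was 7. It was 4 under TMM without miR-206 and miR-1a, where the deleted miRNAs themselves are not counted. It was 14 with no filter, 19 with the DESeq2 Wald test, 74 with line sums (7 higher, 67 lower), 4 with only the groups compared, 3 thinned, 13 without mismatch, 1 in replicate 1 alone and 70 in replicate 2 alone (3 higher, 67 lower). It was 19 with the hairpin match, 25 with hairpin match and replicate block, 13 with exact mature sequences, 20 with 18 to 25 nt, 19 with hairpin match and GC offset, and 31 with both GC offset and replicate block. It ran from 5 to 53 across the 8 fits that each left out 1 library, with 53 without tKO DM3 line 1 replicate 1. The replicate block alone gave 7. The number of genotype differences in DM3 therefore depends on that library.

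For DM3 against GM in control the count was 223. It was 103 thinned, 85 in replicate 1 alone, 121 with the hairpin match (48 higher, 73 lower), 140 with hairpin match and replicate block, 86 with exact mature sequences, 136 with 18 to 25 nt, 128 with hairpin match and GC offset, and 142 with both GC offset and replicate block. In tKO the count was 159, and it was 82 with only the groups compared, 97 thinned, 74 in replicate 2 alone and 89 with exact mature sequences. Across the 8 fits that each left out 1 library the counts ran from 159 to 250 in control and from 109 to 153 in tKO. The replicate block gave 241 and 168, the line block 244 and 175, and both blocks 274 and 193. Scaling by total counts gave 215 in control (153 higher, 62 lower, against 128 and 95) and 153 in tKO (110 higher, 43 lower, against 92 and 67). It moved the median log2 fold change of all names from 0.023 to 0.392 in control and from 0.008 to 0.239 in tKO, so the split into higher and lower depends on the scaling.

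The interaction gave 0 names, with 37 at an unadjusted p under 0.05. It gave 1 each with line sums, the hairpin match, hairpin match and replicate block, exact mature sequences, hairpin match and GC offset, and both GC offset and replicate block. Across the 16 fits that each left out 1 library it gave 0 to 1, and with the replicate block 0. No fit of only the groups compared exists for it, since it needs all 4.

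In the exact permutation tests, miR-206-3p in both media and miR-1a-3p in DM3 kept their direction in every alternative, and their p of 0.0286 in all but the replicate block and the line means, in which p cannot pass 0.05. Left out 1 library at a time, miR-206-3p ran from -8.10 to -7.04 in GM and from -12.59 to -10.86 in DM3, and miR-1a-3p in DM3 from -5.46 to -4.37. In GM miR-1a-3p differed by -1.50, but by -0.04 without mismatch and -0.036 with the hairpin match, each with an exact permutation p of 1.0, and by -1.81 to -1.14 with 1 library left out. The differences in DM3 ran from -3.17 to -1.995 for miR-133a-3p and from -3.21 to -2.22 for miR-133b-3p with 1 library left out. For these 2 and for miR-1a-3p in GM, leaving out any of the 4 control libraries gave an exact permutation p of 0.0571. In GM miR-133b-3p ran from -1.56 to -0.679, and 1 of these 8 fits passed.

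Direction reversed for the results that follow; of the reversed edgeR quasi-likelihood values, 1 had a Benjamini-Hochberg adjusted p under 0.05. The change of miR-206-3p from GM to DM3 in tKO, 0.253, was -0.324 with line sums, -0.096 without mismatch, -0.364 in replicate 2 alone, -0.326 with the hairpin match, -0.387 with hairpin match and replicate block, -1.13 with exact mature sequences, -0.166 with 18 to 25 nt, -0.427 with hairpin match and GC offset, -0.492 with both GC offset and replicate block, and -0.622 to 1.2 with 1 library left out. That of miR-1a-3p in tKO, 1.40, was -3.02 without mismatch, -0.14 in replicate 1 alone, -1.54 with exact mature sequences, -1.50 with names as listed and -3.02 with 18 to 25 nt. It was -3.07 with the hairpin match, -3.28 with hairpin match and replicate block, -3.17 with hairpin match and GC offset, and -3.36 with both GC offset and replicate block. The last had an edgeR adjusted p of 0.0415, in a range from 0.0415 to 0.957 over the alternatives. All 8 tKO libraries held at most 3 hairpin-matched reads, so the values with the hairpin match give no fold.

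For miR-133a-3p, tKO against control in GM, -1.43, was 0.032 in replicate 1 alone, 1.67 with exact mature sequences and 1.55 with names as listed. In DM3, -2.13, it was 1.40 with exact mature sequences and 1.70 with names as listed. Its interaction, -0.7, was 0.135 without mismatch, 0.15 with names as listed and 0.067 with 18 to 25 nt. For miR-133b-3p in GM, -2.14, thinning gave 1.62. Its interaction, -0.145, was 0.052 with no filter, 3.34 without mismatch, 4.31 with the hairpin match, 4.29 with hairpin match and replicate block, 3.01 with exact mature sequences, 3.28 with 18 to 25 nt, 4.32 with hairpin match and GC offset, 4.31 with both GC offset and replicate block, and -0.872 to 0.41 with 1 library left out. With the hairpin match all 4 tKO GM libraries held 0 reads of miR-133b-3p, which limits this interaction.

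For miR-486a-5p, tKO against control was 0.158 in GM and -0.044 in replicate 2 alone, and -0.271 in DM3 and 0.329 in replicate 1 alone; its interaction, -0.43, was 0.092 in replicate 1 alone. The change of miR-486b-5p in tKO, 0.0, was -0.008 with DESeq2 size factors, -0.013 with TMM without miR-206 and miR-1a, -0.116 with no filter, -0.003 with the replicate block, -0.143 with line sums, -0.175 in replicate 2 alone, -0.065 with the line block, -0.064 with both blocks, and -0.396 to 0.175 with 1 library left out. A change of 0.0 (edgeR adjusted p 0.999) has no direction to reverse, so these values of miR-486b-5p show no change of result. In GM, tKO against control ran from -0.094 to 0.216 for miR-486b-5p and from -0.003 to 0.82 for miR-499-5p with 1 library left out.

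Over 56 results on single miRNAs, the alternatives chosen beforehand other than leaving out a library gave 727 values: 680 kept direction and side of the threshold, 10 became weaker, 16 stronger and 21 reversed. Leaving out a library gave 504 values, of which 478 kept both, 5 became weaker, 4 stronger and 17 reversed. Those chosen after seeing the data gave 291, of which 239 kept both, 27 became stronger and 25 reversed. The reversals counted here include 13 of the change of miR-486b-5p in tKO, which at 0.0 has no direction to reverse. An alternative that removes a miRNA or leaves it under the filter gives no value for it. Depth limits the GM comparison of miR-1a-3p, with 2 to 25 reads per control library.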

Other observations

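The tests of short fragments, of miR-133 and of the miR-206-3p reads in tKO were chosen only after the result was seen; those of genomic clusters and of other splits of the libraries were chosen before.

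Of the 128 names called higher in DM3 than in GM in control, 106 had under 50% of their reads matched to a hairpin, against 16 of the 95 called lower and 289 of the 584 not called (49.5%). In tKO it was 68 of the 92 called higher, against 21 of the 67 called lower and 322 of the 648 not called (49.7%). Short or mismatched fragments counted under miRNA names may therefore account for many of the names called higher in DM3; which RNAs they come from was not tested.

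Other splits of the same libraries, with 2 libraries of each replicate number on each side, number 18 with the real split included; the others exchange libraries of the same replicate number between the groups. The smallest share is therefore 0.056, and none can be under 0.05. For tKO against control in each medium, only 3 of the 18 splits keep each line whole, the real split included. The others put libraries of a line on both sides, which can widen the spread within groups and lower the count. The shares of 18 therefore do not measure how often 2 lines would differ from 2 lines by chance. For tKO against control in GM, 1 of the 18 splits, the real split itself, gave as many names with an adjusted p under 0.05; the other splits gave at most 0, and at an unadjusted p under 0.05 the real split had 65 names, and 2 of the 18 splits had as many. In DM3, 2 of the 18 splits gave as many, and 4 of the 18 had as many as the 90 names of the real split at an unadjusted p under 0.05. The other of these exchanged tKO line 1 replicate 1 with control line 2 replicate 1 and gave 56 names, more than the 7 of the real split, so the genotype count in DM3 cannot be told apart from this regrouping. For DM3 against GM, 1 of the 18 splits gave as many in control, and 1 in tKO, where another split gave up to 36. For the interaction the real split gave 0, which all 18 splits meet by definition, so that count shows nothing. The real split had 37 names at an unadjusted p under 0.05, and 6 of the 18 splits had as many.

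The fall of miR-133a-3p and miR-133b-3p in tKO in DM3 was weighed against 3 technical explanations. If reads were only shared between miR-133a and miR-133b, their sum would not differ, but it differed by -2.65 log2 units, with each tKO library below each control library. With the GC offset the hairpin-matched sum differed by -2.50, against -2.59 without it. With the offset each tKO library stayed below each control library, at most 9.98 against at least 10.83 log2 units. The slope of miRNA levels on GC content ran from -0.155 to 0.377 log2 units per 10% in the DM3 libraries, so there was a trend to remove. These values argue against a GC trend as the cause of the fall in this sum. A weaker differentiation response of all miRNAs in tKO was tested on 169 miRNAs changed over both genotypes. The median difference of the signed log2 fold changes, tKO minus control, was -0.043. It was 0.076 for the miRNAs higher in DM3 and -0.14 for those lower, and 90 of the 169 changed less in tKO. By the limit of 0.2 the median response of these miRNAs was therefore not weaker. This median cannot exclude a weaker response limited to muscle miRNAs. As a hypothesis, the deletions beside the miR-133 hairpins may lower miR-133. Differences between the 2 tKO clones and the 2 control populations that have nothing to do with the deletions were not tested, so the pattern is not called biological here. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment did not pass for either miRNA (adjusted p 0.098 and 0.0709), but of the 28 alternatives 8 passed for miR-133a-3p and 13 for miR-133b-3p.

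The tKO libraries held 109 reads under miR-206-3p. Of these, 75 (68.8%) matched the miR-206 hairpin exactly, so reads of other miRNAs counted under the name do not account for most of them. Reads carried over between libraries at a constant rate would give equal shares within a replicate. The shares differed, with a simulated p of 1e-05 in replicate 1, the smallest that 100000 draws can give, and 0.043 in replicate 2. The draws cover counting error only and take each read as a separate molecule, which reads without molecular identifiers need not be, so carry-over at a constant rate is not excluded. Carry-over at unequal rates, and cells that kept the gene, were not tested.

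Whether miRNAs of the same genomic cluster change together was tested on 145 miRNAs in 33 clusters, with 10000 permutations and 10 contrasts. For tKO against control in GM the permutation p was 0.044, and 0.062 after Benjamini-Hochberg adjustment, so it failed the adjustment; the clusters include that of the deleted Mir206. With the GC offset the permutation p was 0.041 (adjusted 0.062), hardly moved. The pattern failed the adjustment with and without the offset, so this test cannot decide on GC content. The difference between the 2 control lines in GM was also alike within clusters, with a permutation p of 0.015 (adjusted 0.030). In GM the variance within clusters over the variance of all was 0.596 for tKO against control. It was 0.76 for the control lines and 0.187 for the tKO lines, on both sides of that value. The pattern therefore cannot be told apart from a difference between lines whatever the genotype. In DM3 neither contrast was alike within clusters, with a permutation p of 0.24 for tKO against control and 0.65 for the control lines. Between the 2 tKO lines in GM the permutation p was 0.0001 with and without the GC offset, the smallest that 10000 permutations can give, and it was 0.0001 between them in DM3 too, in separate libraries. The control replicates in GM gave 0.45, but the 2 tKO replicates in GM also gave 0.0001. Both p-values are the smallest possible and do not rank the 2 contrasts; the variance within clusters over the variance of all was 0.187 for the tKO lines and 0.544 for the tKO replicates, so the difference between the lines was the more alike within clusters. Library differences other than the line are also alike within clusters and may account for part of this pattern.

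A cluster on chromosome 2 at 174267047 to 174267585 was noticed after its values were seen. On hairpin-matched reads miR-298-5p was at 26.1 to 58.2 CPM in the 4 libraries of tKO line 2, at 421 to 555 CPM in tKO line 1, at 460 to 1003 CPM in control line 1, and at 506 to 819 CPM in control line 2. For miR-296-3p tKO line 2 was at 3.81 to 13.2 CPM, tKO line 1 at 25.8 to 182 CPM, and the control lines at 172 to 290 and 118 to 269 CPM. For miR-296-5p the values were 6.15 to 11.1, 52.0 to 194, 123 to 337 and 105 to 124 CPM, so tKO line 1 also reached below the controls, as it did for miR-298-5p. The difference between the tKO lines was not tested for this cluster alone. In a cluster on chromosome X at 66776757 to 66814025, also noticed after its values were seen, all 20 miRNAs tested were lower in tKO than in control in GM, with a mean log2 difference of -1.20, and all 20 were lower in GM under scaling by total counts and by the median of ratios too. In DM3 17 were lower, with a mean of -0.54; whether the media differ was not tested. The 2 tKO lines differed too: line 2 was below line 1 for all 20 in GM, with a mean of -1.09, nearly as much as the genotypes, and for 17 in DM3, with a mean of -0.78, more than the genotypes. The cluster is therefore not a plain difference between the genotypes. miRNAs of a cluster are not independent.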
